# Efficient and cost-effective bacterial mRNA sequencing from low input samples through ribosomal RNA depletion

**DOI:** 10.1186/s12864-020-07134-4

**Published:** 2020-10-16

**Authors:** Chatarin Wangsanuwat, Kellie A. Heom, Estella Liu, Michelle A. O’Malley, Siddharth S. Dey

**Keywords:** Bacterial mRNA sequencing, mRNA enrichment, rRNA depletion, Low input total RNA

## Abstract

**Background:**

RNA sequencing is a powerful approach to quantify the genome-wide distribution of mRNA molecules in a population to gain deeper understanding of cellular functions and phenotypes. However, unlike eukaryotic cells, mRNA sequencing of bacterial samples is more challenging due to the absence of a poly-A tail that typically enables efficient capture and enrichment of mRNA from the abundant rRNA molecules in a cell. Moreover, bacterial cells frequently contain 100-fold lower quantities of RNA compared to mammalian cells, which further complicates mRNA sequencing from non-cultivable and non-model bacterial species. To overcome these limitations, we report EMBR-seq (Enrichment of mRNA by Blocked rRNA), a method that efficiently depletes 5S, 16S and 23S rRNA using blocking primers to prevent their amplification.

**Results:**

EMBR-seq results in 90% of the sequenced RNA molecules from an *E. coli* culture deriving from mRNA. We demonstrate that this increased efficiency provides a deeper view of the transcriptome without introducing technical amplification-induced biases. Moreover, compared to recent methods that employ a large array of oligonucleotides to deplete rRNA, EMBR-seq uses a single or a few oligonucleotides per rRNA, thereby making this new technology significantly more cost-effective, especially when applied to varied bacterial species. Finally, compared to existing commercial kits for bacterial rRNA depletion, we show that EMBR-seq can be used to successfully quantify the transcriptome from more than 500-fold lower starting total RNA.

**Conclusions:**

EMBR-seq provides an efficient and cost-effective approach to quantify global gene expression profiles from low input bacterial samples.

## Background

Bacterial species pervade our biosphere and millions of years of evolution have optimized these microbes to perform specific biochemical reactions and functions; processes that could potentially be adapted to develop a variety of products, such as renewable biofuels, antibiotics, and other value-added chemicals [1–5]. Bacterial messenger RNA (mRNA) sequencing provides a snapshot of the genome-wide state of a microbial population, and therefore enables fundamental understanding of these varied microbial functions and phenotypes [6].

However, compared to eukaryotes, mRNA sequencing from bacterial samples has been more challenging for several reasons. First, unlike in eukaryotes, bacterial mRNA does not contain a poly-A tail at the 3′ end that can be used to easily enrich for these molecules during reverse transcription [7, 8]. Further, total RNA isolated from bacterial cells typically contains greater than 95% ribosomal RNA (rRNA), and therefore cost-effective and high coverage sequencing of the transcriptome requires the development of efficient strategies to deplete the abundant 5S, 16S and 23S rRNA molecules [9]. Finally, bacterial cells typically contain approximately 100-fold lower RNA than mammalian cells, and as the starting amount of total RNA when working with rare, non-cultivable, and non-model bacterial species can be limiting, it is a challenge to robustly and accurately capture the transcriptome from small quantities of total RNA with minimal amplification biases [10].

Several commercial kits have been developed to deplete bacterial rRNA from total RNA samples, including the MICROBExpress Bacterial mRNA Enrichment Kit (Thermo Fisher Scientific), the RiboMinus Transcriptome Isolation Kit, bacteria (Thermo Fisher Scientific), and the Ribo-Zero rRNA Depletion Kit (Illumina) [11]. These techniques rely on subtractive hybridization to deplete rRNA and typically work at a scale of hundreds of nanograms to micrograms of starting total RNA. Further, as these commercial kits are only effective on species targeted in the standard probe set, it is challenging to extrapolate these methods to diverse bacterial species [9, 11]. While this limitation of pre-designed kits has been overcome through the development of workflows to generate custom subtractive hybridization probe sets for any species of interest, they still operate at microgram quantities of starting material and either require multiple rounds of hybridization or a series of oligo optimization steps prior to optimal performance [12, 13]. An alternate approach relies on the Terminator™ 5′-phosphate-dependent exonuclease (TEX) (Lucigen) to specifically degrade rRNAs with 5′-monophosphate ends but not mRNAs with 5′-triphosphate ends; however, this method typically has lower efficiencies than other existing rRNA depletion strategies [10, 14, 15]. A more recent method uses complementary single-stranded DNA probes to tile rRNAs that are subsequently degraded by RNase H [16]. The commercial NEBNext Bacteria rRNA depletion kit (NEB) employs a similar strategy and can be applied to as low as 10 ng of starting total RNA. Similarly, another approach uses a pool of tiled single-guide RNAs to direct Cas9 mediated cleavage of rRNA-derived cDNA to deplete rRNA while another approach uses targeted reverse transcription primers designed to avoid capturing rRNAs [17, 18]. However, all these methods require a large array of probes that can be expensive to synthesize and potentially need to be redesigned for distant bacterial species [16–18].

Therefore, in this work we have developed EMBR-seq (Enrichment of mRNA by Blocked rRNA), a new technology that overcomes the limitations of sequencing mRNA from bacterial samples by: (1) Using 5S, 16S and 23S rRNA blocking primers and poly-A tailing to specifically deplete rRNA and enrich mRNA during downstream amplification; (2) Using a single or a few blocking primers for each of the three abundant rRNA molecules, thereby enabling rapid adaptation to different bacterial species and significantly reducing the cost per sample; and (3) Using a linear amplification strategy to amplify mRNA from as low as 20 picograms of total RNA with minimal amplification biases. We applied EMBR-seq to a model *E. coli* system to demonstrate efficient mRNA enrichment and sequencing with increased sensitivity in gene detection. Further, we show that our method accurately captures the genome-wide gene expression profiles with minimal technical biases. Thus, EMBR-seq is an efficient and cost-effective approach to sequence mRNA from low-input bacterial samples.

## Results

### EMBR-seq uses blocking primers to deplete rRNA

To overcome the limitations described above, we developed EMBR-seq, a new technique to efficiently deplete rRNA from total RNA, thereby enabling cost-effective sequencing of mRNA from bacterial cells. To minimize rRNA-derived molecules in the final sequencing library, we first incubated the total RNA with rRNA blocking primers, designed specifically to bind the 3′ end of 5S, 16S and 23S rRNA, followed by poly-adenylation with *E. coli* poly-A polymerase (Fig. 1 and Methods). 

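The *E. coli* K12 MG1655 chromosome (ASM584v2) carries these rRNAs in several copies. The gene table lists 8 genes of 5S rRNA of 120 bp each, 7 genes of 16S rRNA of 1542 bp each, and 7 genes of 23S rRNA of 2904 to 2905 bp. In one of the rRNA operons, the 16S gene rrsH (b0201) lies from 223771 to 225312, the 23S gene rrlH (b0204) from 225759 to 228662, and the 5S gene rrfH (b0205) from 228756 to 228875. The deposited counts give 1 value per rRNA species in each library, so reads from different operons were not told apart.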

To deplete rRNA, EMBR-seq only requires primers at the 3′ end of rRNA, unlike recent methods that tile oligonucleotides along the entire length of rRNA molecules, thereby significantly reducing costs and making our approach more easily translatable to other bacterial species. The blocking primers generate double-stranded RNA-DNA hybrid molecules at the 3′ end of rRNAs, which reduces subsequent poly-adenylation and downstream amplification of rRNA molecules, as the poly-A polymerase preferentially adds adenines to single-stranded RNA [19]. Thereafter, the reaction mixture is reverse transcribed following the addition of a poly-T primer. This primer has an overhang containing a sample-specific barcode to enable rapid multiplexing and reduction in library preparation costs, the 5′ Illumina adapter, and a T7 promoter [20]. After second strand synthesis, cDNA molecules are amplified by in vitro transcription (IVT). However, as only cDNA molecules deriving from a poly-adenylated RNA have a T7 promoter, our technique further amplifies mRNA-derived molecules for sequencing whereas rRNA-derived molecules are excluded from IVT amplification. The amplified RNA from IVT is then used to prepare Illumina sequencing libraries, as described previously (Fig. 1 and Methods) [20–22].

**Fig. 1:**
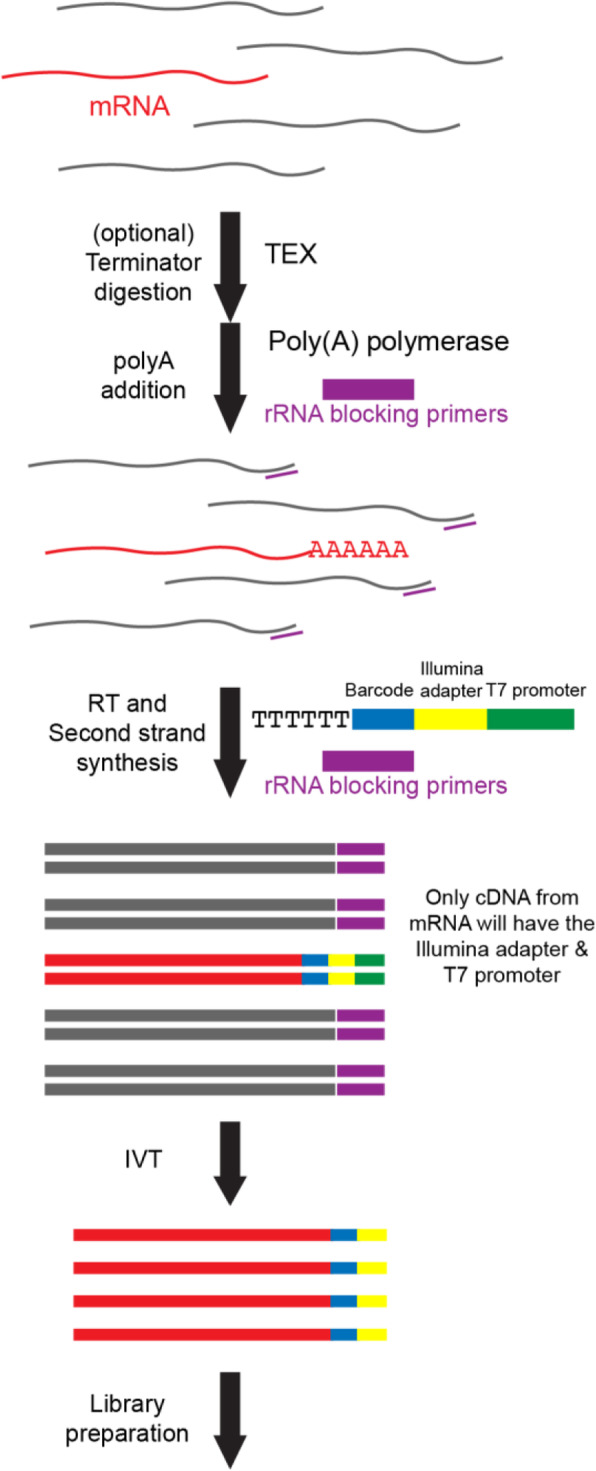
Schematic of EMBR-Seq. After performing an optional Terminator™ 5′-phosphate-dependent exonuclease digestion, poly-A polymerase and rRNA blocking primers (purple) are added to total bacterial RNA (mRNA in red and rRNA in gray). Blocking primers specifically bind to the 3′ end of 5S, 16S, and 23S rRNAs, resulting in the preferential addition of a poly-A tail to mRNA molecules. Next, reverse transcription is performed using (i) a poly-T primer, which has an overhang containing a sample-specific barcode (blue), 5′ Illumina adapter (yellow), and T7 promoter (green), and (ii) rRNA blocking primers to convert poly-adenylated RNA and rRNA molecules, respectively, to cDNA. The cDNA molecules are then amplified by in vitro transcription, and the amplified RNA is used to prepare Illumina libraries. As the rRNA-derived cDNA does not contain a T7 promoter, these molecules are not amplified during in vitro transcription, resulting in rRNA depletion

### EMBR-seq efficiently depletes rRNA to sequence bacterial mRNA

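The experiment with 100 ng of starting total RNA comprised 3 control samples, 3 EMBR-seq samples with unmodified blocking primers and 2 samples with 3′ phosphorylated blocking primers. MG1655 is a laboratory strain of *E. coli*, and each library was prepared from RNA of a culture in the exponential growth phase. The paper does not state whether replicate libraries came from separate cultures, so that their spread may be that of library preparation only. The authors sequenced the libraries as paired ends on an Illumina NextSeq 500, kept reads with a valid sample barcode in the left mate, and mapped the right mate to the coding sequences of ASM584v2 with BWA under default parameters. They deposited the resulting expected counts per feature without normalization. Each library has 4117 features, of which 3 are the 5S, 16S and 23S rRNA and 4114 are other genes. The values are fractional for 43 to 72 features per library, and were rounded to whole reads for the count tests. Such features were taken as sharing reads with another feature. A value is listed for each of 96 barcodes, 5 of which the methods name, and between 97.7 and 100.0% of the reads of a library fell on 1 barcode. The sum over all barcodes was used.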

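The control samples held 1600651 to 2931675 mapped reads with a median of 2575574, and the EMBR-seq samples 1494341 to 2171817 with a median of 2098404. The 2 libraries with phosphorylated primers held 1617335 and 2435758 mapped reads. The rRNA share of a library is the percentage of its mapped reads on 5S, 16S and 23S rRNA, and the remaining reads are those the paper counts as mRNA. At these depths the 95% Wilson interval of a single share spans less than the difference between replicates; it covers counting error only, because reads were amplified and are not independent molecules. The choices that could change the numbers are the pooling of replicate libraries, the treatment of 5S rRNA, and the use of all barcodes. Groups were compared by an exact permutation test of the difference between means, which was two-sided. With 3 libraries against 3, or 2 against 3, this test cannot give a p below 0.1.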

We applied EMBR-seq to total RNA isolated from the exponential growth phase of *E. coli* strain K12 (MG1655). Starting from 100 ng of total RNA, we were able to successfully make Illumina libraries that were sequenced and mapped to the *E. coli* transcriptome. In parallel, we prepared control libraries where total RNA was processed using the EMBR-seq protocol but in the absence of blocking primers. While total RNA from *E. coli* has previously been reported to consist of 95% rRNA [9], our control samples with no blocking primers had approximately 64% rRNA, consistent with previous observations that mRNA molecules are preferentially poly-adenylated compared to rRNA even in the absence of any blocking primers (Fig. 2a) [23, 24]. 

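The rRNA share of the control samples at 100 ng was 63.7% ± 9.14 (SD, n = 3), with 73.6, 55.6 and 61.9% of mapped reads in the 3 libraries. Most of these reads fell on 23S rRNA, which held 49.4% ± 4.45 of mapped reads (SD, n = 3). The share of 16S rRNA was 12.6% ± 5.26 (SD, n = 3), and that of 5S rRNA was 1.80% ± 0.603 (SD, n = 3).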

Importantly, compared to the control samples, we observed a significant increase in rRNA depletion efficiency (from 64 to 16%), with 84% of the mapped reads corresponding to mRNA in samples treated with blocking primers (Fig. 2a). 

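With blocking primers, the rRNA share at 100 ng was 16.0% ± 1.95 (SD, n = 3), with 17.6, 13.8 and 16.5% in the 3 libraries, and the remaining 84.0% ± 1.95 (SD, n = 3) of mapped reads lay on other genes. The mean was 3.99-fold lower than that of the control samples, and the difference of -47.8 percentage points exceeded the spread between replicates (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Each EMBR-seq library lay below every control library. Of the 3 rRNA species, the mean share of 5S rRNA fell by the largest factor, and the ranges of 16S and 23S rRNA over all pairs of libraries overlapped. Over all pairs of a control and an EMBR-seq library, the factor was 5.24 to 24.7 for 5S rRNA. It was 1.96 to 6.21 for 16S rRNA and 3.31 to 5.03 for 23S rRNA. The share of 5S rRNA was 0.141% ± 0.0650 (SD, n = 3) of mapped reads and 12.8-fold lower than in the control samples. The share of 16S rRNA was 3.56% ± 0.853 (SD, n = 3) and 3.53-fold lower, and that of 23S rRNA was 12.3% ± 1.52 (SD, n = 3) and 4.02-fold lower. Each species gave p = 0.1 in the exact permutation test and an adjusted p of 0.1 over the 3 species (Benjamini-Hochberg). As a share of rRNA reads, 16S rRNA was instead 3.01 percentage points higher in EMBR-seq, which is less than the SD of either group. Those SDs include differences between library sets. Between control and EMBR-seq of the same set, it rose in all 3 pairs, from 25.2 to 25.8%, 16.0 to 22.8% and 16.4 to 18.1%. With 3 pairs a permutation test cannot pass 0.05. Leaving out control replicate 1 moved the total difference most, to -42.8 percentage points. From the lower rRNA share and the larger share of reads on mRNA, the paper concludes that blocking primers raise the efficiency of rRNA depletion.

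**Figure D1:**
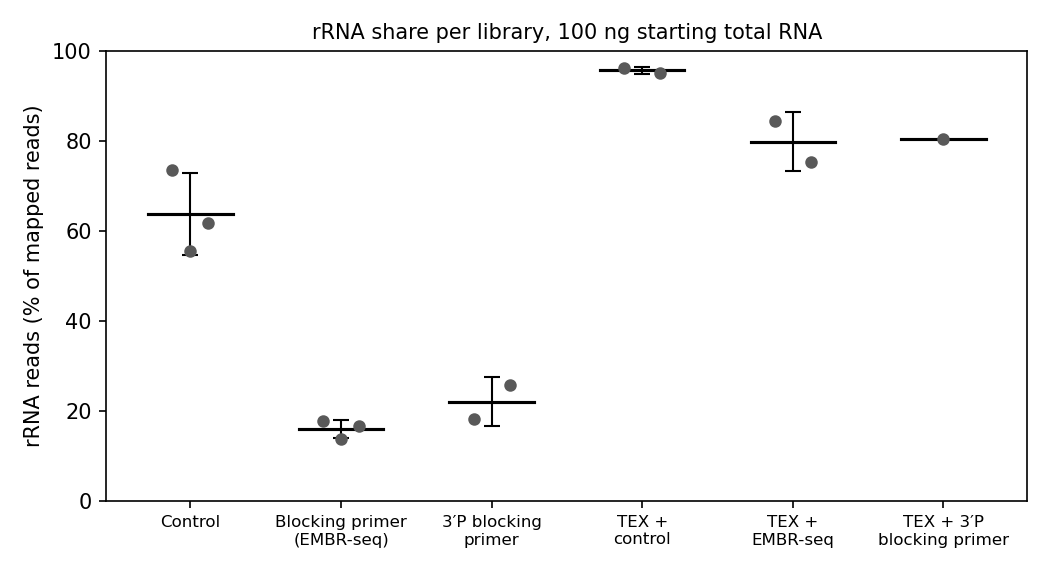
The rRNA share of each library made from 100 ng of starting total RNA, in percent of mapped reads (vertical axis), by treatment (horizontal axis). Points are libraries, horizontal lines are group means and error bars are SDs; TEX + 3′P is a single library. The 3 EMBR-seq libraries lie between 13.8 and 17.6%, below the 3 control libraries between 55.6 and 73.6%, and the TEX libraries lie above the libraries of the same primer without TEX.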

As tRNAs make up another major class of RNA molecules, we analyzed our data to quantify the detection of these molecules [25]. We found tRNA-derived reads to constitute only 0.37 and 1.26% of the mapped reads in the control and EMBR-seq samples, respectively. This expected low detection rate is likely due to the small size of tRNAs, their stable secondary structures and utilization of numerous post-transcriptionally modified nucleotides that are known to interfere with reverse transcription [26, 27]. Overall, these results demonstrate that EMBR-seq achieves a level of mRNA enrichment that is better or comparable to recent bacterial rRNA depletion reports [11–13, 15–18].

**Fig. 2:**
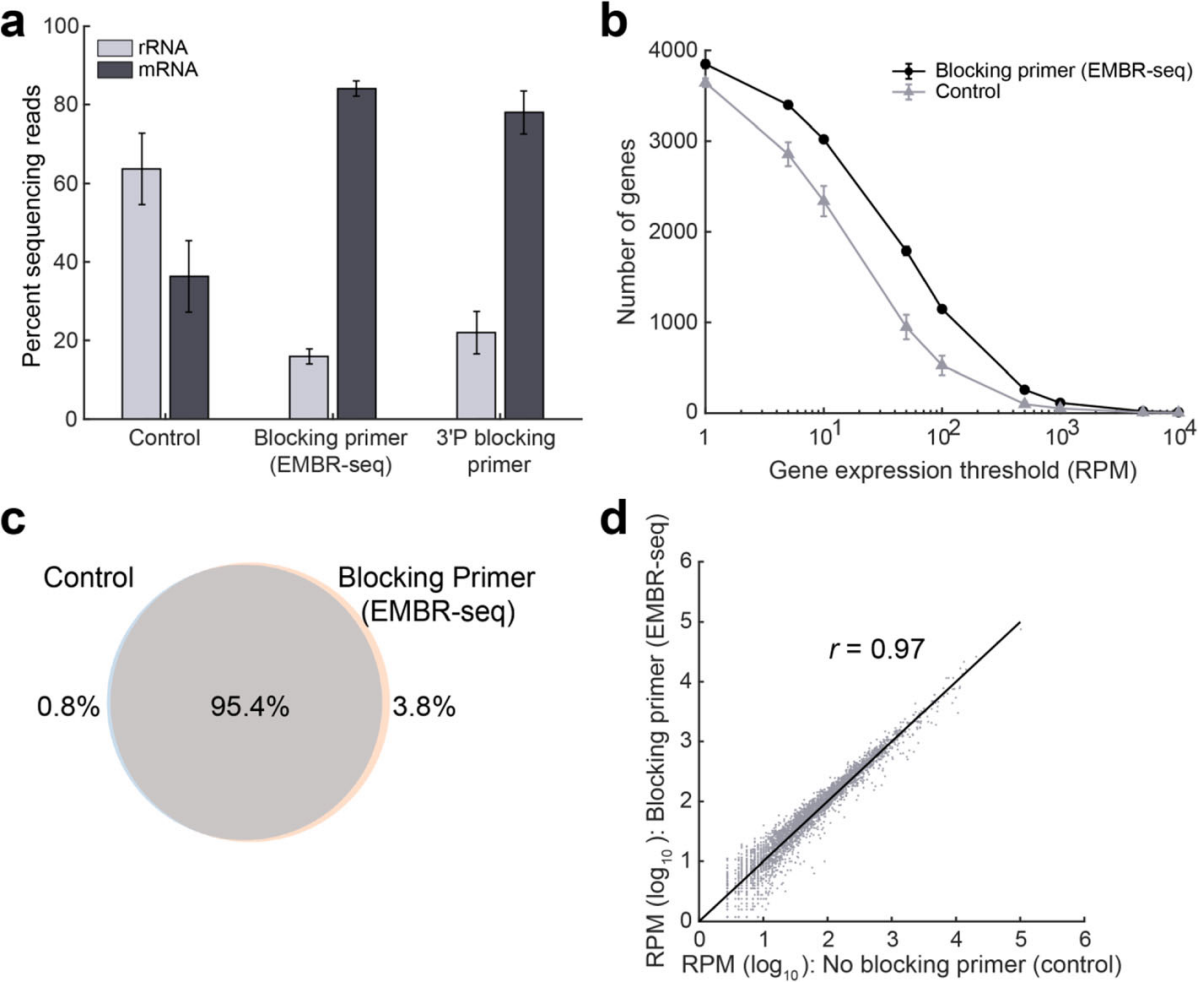
Blocking primers in EMBR-seq deplete rRNA and provide a deeper view of the transcriptome without introducing technical biases. **a** In the presence of blocking primers, a 4-fold rRNA depletion and more than 2-fold mRNA enrichment is achieved compared to control samples. With the introduction of blocking primers in EMBR-seq, mRNAs account for more than 80% of the mapped reads, which is a greater than 16-fold increase compared to total RNA in *E. coli* cells. The 3′ phosphorylated blocking primers display similar but slightly lesser mRNA enrichment (*n* ≥ 2 replicates for all conditions). **b** Comparison between EMBR-seq and control samples in the number of genes detected above different expression thresholds (*n* = 3 for both conditions). For the EMBR-seq group, error bars are of the same scale as the size of the data points. **c** Venn diagram shows that more than 99% of the genes detected in the control samples were also detected when using blocking primers in EMBR-seq. 99.2% of all detected genes were found in the EMBR-seq samples and 96.2% in the control samples. The number of genes detected were calculated by combining data obtained from three control samples and three EMBR-seq processed samples. **d** Gene transcript counts with and without blocking primers are highly correlated (Pearson *r* = 0.97) suggesting that EMBR-seq does not introduce technical artifacts in quantifying gene expression (*n* = 3 for both datasets). These experiments were performed starting with 100 ng total RNA from *E. coli.* Error bars in panels (**a**) and (**b**) represent standard deviations

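At the depth of the shallowest library of the 6 (1494347 reads after rounding), the expected number of genes with at least 1 read in any of the 3 libraries was 3972 for the control samples and 4055 for EMBR-seq, out of 4077 in either group. EMBR-seq thus covered 99.5% of these genes and the control samples 97.4%. Both groups shared 96.9%, another 2.56% (104.2 genes) was found only in EMBR-seq, and 0.518% (21.1 genes) only in the control samples. Because libraries of a group were combined, the overlap is 1 value without a replicate error. The setting that moved the shared part most was a minimum of 5 reads over the group, which gave 94.0%. With equal numbers of reads outside rRNA, EMBR-seq covered 98.7% and the control samples 98.4%.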

In certain applications, such as those where RNA is extracted from non-cultivable bacterial species within natural isolates, the total RNA can be fragmented and of poor quality. To determine if EMBR-seq can still be successfully applied to degraded RNA, we compared the rRNA depletion efficiency of total *E. coli* RNA with two different RIN (RNA Integrity Number) scores of 7.2 and 2.4. While RNA molecules can be fragmented by several mechanisms, the degraded sample with a RIN score of 2.4 in this experiment was prepared by heating the total RNA at 95 °C for 5 min. Surprisingly, we observed that EMBR-seq depleted rRNA to similar levels of 15 and 17% in the untreated and degraded samples, respectively (Additional file 1: Fig. S1). We hypothesize this occurs because both rRNA and mRNA molecules are fragmented to similar extents, and the increased poly-adenylation of rRNA fragments is matched by a similar increase in poly-adenylation of mRNA fragments, resulting in similar downstream detection of rRNA- and mRNA-derived reads. Thus, these results suggest that EMBR-seq can be effectively applied to sequence the transcriptome of randomly fragmented lower quality total RNA.

We also tested modified blocking primers with a 3′ phosphorylation, designed to prevent Superscript II from reverse transcribing rRNA molecules. 

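In the 2 libraries with 3′ phosphorylated blocking primers, 18.2 and 25.8% of mapped reads lay on rRNA, a mean of 22.0% ± 5.40 (SD, n = 2), and 78.0% ± 5.40 (SD, n = 2) lay on other genes. This mean was 2.90-fold lower than that of the control samples at the same input, and the difference of -41.7 percentage points was larger than the spread in either group (exact permutation test, p = 0.1, the smallest that 2 libraries against 3 allow). The share of 23S rRNA was 18.7% ± 4.67 of mapped reads, that of 16S rRNA 3.13% ± 0.768, and that of 5S rRNA 0.189% ± 0.0342 (SD, n = 2 each).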

As expected, we observed rRNA depletion in these samples as well (from 64 to 22%), with 78% of the mapped reads corresponding to mRNA (Fig. 2a). However, compared to the unmodified blocking primers, these phosphorylated blocking primers were slightly less efficient at rRNA depletion (Fig. 2a). 

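The mean rRNA share with phosphorylated primers was 6.03 percentage points above that with unmodified primers (exact permutation test, p = 0.1, the smallest that 2 libraries against 3 allow). The lower of the 2 phosphorylated libraries exceeded the highest unmodified library by less than the SD of either group, but these 2 were prepared in different library sets. Within a set, the phosphorylated library had 18.2% and the unmodified one 13.8%, and in the other set 25.8 and 16.5%. With 2 such pairs a permutation test cannot pass 0.05. The difference between the means depended on single libraries, and was 2.21 points without phosphorylated replicate 2 and 9.85 points without phosphorylated replicate 1. By species, the excess lay in 23S rRNA, with 18.7% ± 4.67 of mapped reads (SD, n = 2) against 12.3% ± 1.52 (SD, n = 3). The share of 16S rRNA was not higher, with 3.13% ± 0.768 against 3.56% ± 0.853 in the same groups. Of the 3463 genes outside rRNA that passed the expression filter, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 between phosphorylated and unmodified primers, with 40 at an unadjusted p under 0.05, and DESeq2 also called 0. From the smaller depletion and the higher cost of the phosphorylated primers, the paper reasons that further experiments should use unmodified primers.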

As the 3′ phosphorylated primers prevent polymerase extension, we hypothesize that the reduced rRNA depletion efficiency arises from the small fraction of rRNA molecules that get poly-adenylated, primed by the poly-T primers, and copied through the short 30 bp RNA-DNA hybrid due to the strand-displacement activity of the reverse transcriptase. Therefore, given the reduced efficiency and higher costs of the 3′ phosphorylated blocking primers, all further experiments were performed with unmodified blocking primers.

As an alternate strategy, we also incorporated TEX treatment in EMBR-seq as it has previously been shown to specifically degrade rRNAs with 5′-monophosphate ends but not mRNAs that have 5′-triphosphate ends [10, 14, 15, 28]. 

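TEX is an exonuclease that digests RNA with a 5′-monophosphate, as carried by mature rRNA, and the digestion here came before poly-adenylation, followed by a bead cleanup. At 100 ng there were 2 libraries with TEX and no blocking primers, 2 with TEX and EMBR-seq, and 1 with TEX and phosphorylated primers, which gives no replicate error. The 2 TEX control libraries held 1764370 and 3502638 mapped reads, the 2 TEX + EMBR-seq libraries 1708787 and 2544264, and the single library 2155332. They were mapped and counted by the authors in the same way as the libraries without TEX, and shares were taken from the deposited counts as before. Each TEX library has a partner without TEX that was prepared with the same primers in the same library set.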

While we again observed rRNA depletion and a corresponding enrichment of mRNA compared to control samples, the effects were less pronounced with a less than 2-fold rRNA depletion, consistent with previous reports (Additional file 1: Fig. S2) [14, 15]. 

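In the TEX control libraries, 95.8% ± 0.742 of mapped reads (SD, n = 2) lay on rRNA, 32.1 percentage points above the control samples without TEX (exact permutation test, p = 0.1, the smallest that 2 libraries against 3 allow). With TEX and blocking primers the share was 79.9% ± 6.52 (SD, n = 2), 1.20-fold lower than with TEX alone, a difference of -15.9 percentage points. Compared with the control samples without TEX, however, it was higher: their mean divided by that of TEX + EMBR-seq was 0.797. The primer difference with TEX was 31.9 percentage points smaller in size than without it. A permutation test of the interaction of primer and TEX, on the residuals of a model without the interaction, gave p = 0.0085 over these 10 libraries. On the log2 odds of the share, the interaction was 0.744 (the same permutation test, p = 0.27 over 10 libraries). This test was chosen after seeing the data. The single library with TEX and phosphorylated primers had an rRNA share of 80.5% (95% Wilson interval 80.4 to 80.5%).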

We hypothesize that this reduced efficiency may arise from the additional cleanup step that is necessary prior to treatment with the poly-A polymerase. As a result, we find that blocking primers alone provide the most significant rRNA depletion and mRNA enrichment, and therefore all further experiments were performed without TEX treatment.

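The rRNA share of TEX + EMBR-seq was 64.0 percentage points above that of EMBR-seq alone (exact permutation test, p = 0.1, the smallest that 2 libraries against 3 allow). All 5 TEX libraries lay above the partner of the same library set and primer, by 33.4 to 70.7 percentage points. Among the other genes, edgeR's quasi-likelihood test called 1603 of 3329 between TEX + EMBR-seq and EMBR-seq at a Benjamini-Hochberg adjusted p under 0.05, with 741 higher and 862 lower. DESeq2 called 1484, and 1441 genes were called by both. Library-size scaling without TMM moved the median log2 fold change of all tested genes by -1.01, and then called 313 genes higher and 1745 lower, so that the balance of higher and lower genes depends on the scaling. From the weaker depletion with TEX, the paper concludes that blocking primers alone deplete rRNA most.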

### EMBR-seq is a cost-effective bacterial mRNA sequencing technology

In designing the steps of EMBR-seq, we wanted to develop a method that is both easily applied and cost-effective. Due to its simplicity, the cost per rRNA depletion reaction in EMBR-seq is ~$0.40, which is at least an order of magnitude lower than other recent rRNA depletion methods and commercial kits [11–13, 15–18] (Additional file 1: Fig. S3a, Table S1, and Additional file 2). The total cost of EMBR-seq, starting from total bacterial RNA to the final Illumina library, was estimated to be ~$36 per sample. However, the total cost per sample decreases as more samples are multiplexed in the same Illumina library. For example, when 96 samples are multiplexed, the cost per sample drops to ~$20, primarily due to the pooling of samples after second-strand synthesis that then requires only a single IVT and Illumina library preparation reaction downstream (Additional file 1: Fig. S3b and Additional file 2). Thus, EMBR-seq is a simple and cost-effective approach to sequence mRNA from total bacterial RNA.

### EMBR-seq provides a detailed view of the transcriptome without introducing technical biases

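Gene detection and expression were compared on the same 3 control and 3 EMBR-seq libraries of 100 ng, with the 3 rRNA features left out. To set libraries at one depth, the number of genes with at least 1 read in a random draw of a given number of mapped reads, rRNA included, was computed as its expectation under the hypergeometric distribution, which needs no random seed. RPM denotes reads per 1000000 mapped reads. Correlations are Pearson's r across genes of log10 mean RPM over genes with reads in both groups, where RPM is relative to reads outside rRNA, and genes are not independent replicates. Differential counts were computed with edgeR's quasi-likelihood test on rounded counts after removal of rRNA, with TMM normalization, the filterByExpr filter and Benjamini-Hochberg adjustment. The choices that could change the numbers are the depth, whether it counts all mapped reads or only those outside rRNA, the minimum number of reads for detection, and the scale of the correlation. On counts simulated from these libraries with 200 changed genes, edgeR recovered 75.5% of the changed genes, and 4.43% of its calls were false. Every simulated change was larger in size than that of most genes tested here, whose median absolute log2 fold change was 0.199. The changed genes were also kept above a minimum mean count, and libraries of a set shared no simulated difference. The recovered share therefore does not describe the power for smaller changes.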

Next, we systematically compared the gene expression profiles obtained from control and rRNA depleted samples to investigate if the use of blocking primers provides a deeper view of the transcriptome without introducing technical artifacts. First, after downsampling sequencing reads to the same depth, we detected 3628 genes in the control samples, while in the mRNA enriched samples we detected 3852 genes, with 99% of the genes in the control samples also detected in the mRNA enriched samples (Fig. 2b, c). Moreover, at different levels of downsampling, we detected more genes using EMBR-seq compared to the control samples (Additional file 1: Fig. S4). This suggests that we can measure the genome-wide gene expression landscape in a more cost-effective way using EMBR-seq. 

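At 1494347 mapped reads per library, 3950 ± 17.5 genes (SD, n = 3) were detected in EMBR-seq and 3791 ± 42.1 (SD, n = 3) in the control samples, out of the 4114 genes counted. The difference of 160 genes was larger than the spread between replicates, and every EMBR-seq library was above every control library (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). With a minimum of 5 reads for detection at the same depth, the numbers were 3551 ± 37.6 genes (SD, n = 3) in EMBR-seq and 3122 ± 112 (SD, n = 3) in the control samples. Setting the depth in reads outside rRNA instead made the difference smaller. At 679067 such reads in each library, 3854 ± 25.3 genes (SD, n = 3) were detected in EMBR-seq and 3841 ± 13.8 (SD, n = 3) in the control samples, a difference of 12.8 genes that was smaller than the SD in both groups (exact permutation test, p = 0.7).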

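The difference in detected genes varied with the depth. At 10000 mapped reads per library, 1634 ± 32.9 genes (SD, n = 3) were detected in EMBR-seq and 1004 ± 119 (SD, n = 3) in the control samples. The difference was 630 genes at this depth, 707 at 30000 mapped reads, 571 at 100000, 374 at 300000 and 198 at 1000000. At each of these depths all EMBR-seq libraries lay above all control libraries (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Without any downsampling, EMBR-seq libraries had 3978 ± 37.8 genes (SD, n = 3) and control libraries 3871 ± 48.6 (SD, n = 3).

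**Figure D2:**
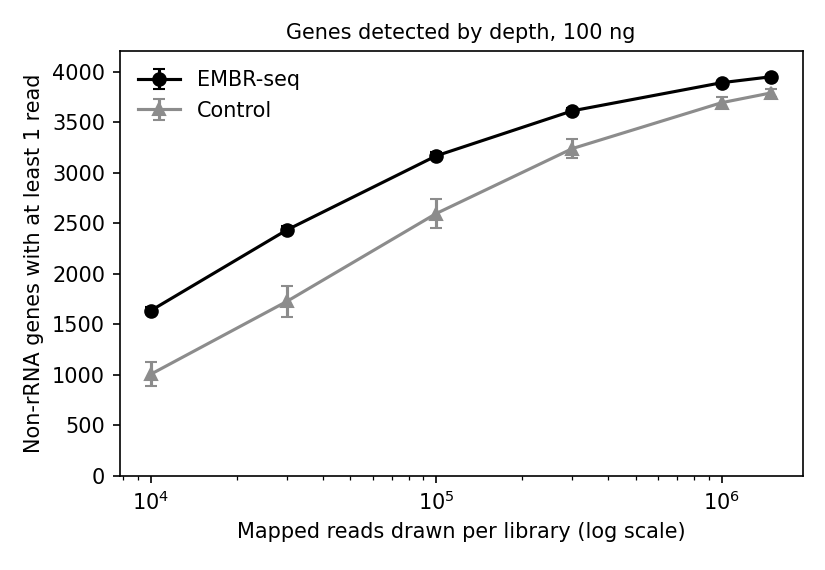
Number of genes outside rRNA with at least 1 read (vertical axis) against the number of mapped reads drawn per library (horizontal axis, log scale) at 100 ng. Symbols are means over 3 libraries, black for EMBR-seq and grey for control, and error bars are SDs. The EMBR-seq curve lies above the control curve at every depth drawn, from 630 genes apart at 10000 reads to 160 apart at 1494347 reads.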

Further, the number of genes detected above different expression thresholds was consistently higher for the mRNA enriched samples compared to the control samples (Fig. 2b). This shows that EMBR-seq is able to detect more genes at different gene expression levels, spanning over three orders of magnitude. Furthermore, we also observed that EMBR-seq derived reads mapped uniformly across the entire length of operons, with modest 3′ and 5′ end bias, suggesting that this method can be used to effectively quantify the expression of genes within operons (Additional file 1: Fig. S5). 

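Above 1 RPM, 3808 ± 19.5 genes (SD, n = 3) were found in EMBR-seq and 3625 ± 72 (SD, n = 3) in the control samples. The numbers were 3007 ± 40.4 and 2308 ± 156 above 10 RPM, 1150 ± 35 and 523 ± 106 above 100 RPM, and 111 ± 0.577 and 49.0 ± 16.1 above 1000 RPM (SD, n = 3 each). Above 10000 RPM, 9.0 ± 0 genes were found in EMBR-seq and 2.67 ± 0.577 in the control samples (SD, n = 3 each). At each of the 9 thresholds tested the exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow, with an adjusted p of 0.1 (Benjamini-Hochberg over the 9). The denominator of these thresholds is all mapped reads, rRNA included. With RPM taken over reads outside rRNA instead, the difference was 42 genes at 1 RPM, 71 at 10 RPM and 93.7 at 100 RPM. It was -3 genes at 1000 RPM and 0 at 10000 RPM.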

Finally, we observed that gene expression between the control and mRNA enriched samples were highly correlated (Pearson *r* = 0.97) revealing that the blocking primers do not introduce technical biases in the quantification of gene expression (Fig. 2d). Collectively, these results demonstrate that our new cost-effective method is able to accurately capture the transcriptome of bacterial cells.

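Across the 3997 genes with reads in both groups, Pearson's r of log10 mean RPM between EMBR-seq and control samples at 100 ng was 0.982. Single EMBR-seq libraries set against single control libraries gave 0.947 to 0.974, compared with 0.947 to 0.958 between replicate control libraries and 0.964 to 0.976 between replicate EMBR-seq libraries. On RPM without a log, r was 0.970 over 4114 genes. The most abundant of the other genes took 7.55% ± 0.189 of reads outside rRNA in EMBR-seq and 10.4% ± 2.36 in the control samples (SD, n = 3 each). For the 3 most abundant the shares were 14.7% ± 0.949 and 16.7% ± 2.56, and for the 10 most abundant 26.1% ± 0.932 and 25.9% ± 1.60 (SD, n = 3 each).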

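Of 3234 genes tested at 100 ng, edgeR's quasi-likelihood test called 0 between EMBR-seq and control samples at a Benjamini-Hochberg adjusted p under 0.05, with 186 at an unadjusted p under 0.05. DESeq2 called 35, all lower in EMBR-seq, and leaving out control replicate 3 gave 2 calls. The median log2 fold change was 0.02 and the 5th and 95th percentiles were -0.63 and 0.48. Scaling by library size without TMM moved the median by 0.16 and also called 0. Control and EMBR-seq libraries of the same replicate number were prepared in the same library set, and with this pairing as a block edgeR called 226 genes, 53 higher and 173 lower in EMBR-seq. From the high correlation, the paper concludes that the blocking primers do not bias the quantification of gene expression.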

### EMBR-seq allows mRNA sequencing from low input total RNA

In many practical applications involving non-model and non-cultivable bacterial species, the starting amount of total RNA available for RNA sequencing can be limiting. Therefore, we evaluated if we can successfully deplete rRNA and quantify gene expression from lower amounts of input material. We applied EMBR-seq to 20, 2, 0.2 and 0.02 ng of starting total RNA isolated from the exponential growth phase of *E. coli* strain K12. These starting quantities of total RNA were chosen as they are typically below the sensitivity and detection limit of commercial kits and previously reported methods [11, 17]. 

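For the lower inputs, there were 4 EMBR-seq libraries of 20 ng, 3 of 2 ng, 2 of 0.2 ng and 1 of 0.02 ng, and control samples without blocking primers of 20 ng (3 libraries), 2 ng (1 library) and 0.2 ng (1 library). Together with the 3 control and 3 EMBR-seq libraries of 100 ng these make 8 control and 13 EMBR-seq libraries. The depth fell with the input. Mapped reads ranged from 907991 to 5586478 with a median of 1760681 in EMBR-seq at 20 ng, and were 670910, 919815 and 1618349 at 2 ng, 120279 and 129444 at 0.2 ng, and 26916 at 0.02 ng. The control libraries of 20 ng held 1091981 to 2249451 mapped reads with a median of 2177335, that of 2 ng 2081813 and that of 0.2 ng 355539. The authors made and counted these libraries as at 100 ng, and the counts were used as deposited. The groups with 1 library have no replicate error. Library sets differ between inputs, and no set holds both 2 ng and 100 ng, so that input and set cannot be separated there. Numbers of genes were set at the depth of the 0.02 ng library unless stated, a depth at which few reads fall on each gene.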

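The rRNA share in EMBR-seq was 19.6% ± 2.00 (SD, n = 4) at 20 ng, 19.0% ± 2.13 (SD, n = 3) at 2 ng and 21.3% ± 2.64 (SD, n = 2) at 0.2 ng. The single library of 0.02 ng gave 19.4% (95% Wilson interval 19.0 to 19.9%). In the control samples of all inputs the share was 73.6% ± 10.5 (SD, n = 8), which is 3.76-fold, 3.87-fold, 3.45-fold and 3.79-fold higher than EMBR-seq at these inputs, from the highest to the lowest. Against controls of the same input, EMBR-seq was 3.84-fold lower at 20 ng, 4.54-fold lower at 2 ng and 4.01-fold lower at 0.2 ng, where the control was 75.1% ± 0.617 (SD, n = 3), 86.4% and 85.6%. In the single controls of 2 and 0.2 ng, 5S rRNA held 34.8 and 44.8% of mapped reads. At 2 ng, 16S rRNA held 4.63% in the control and 3.91% ± 0.592 in EMBR-seq (SD, n = 3). At 0.2 ng it held 4.41% in the control and 4.52% ± 0.0869 in EMBR-seq (SD, n = 2), and so was not lower with primers. For 23S rRNA the shares were 47.0 and 14.6% at 2 ng, and 36.4 and 15.9% at 0.2 ng. Over 100 to 0.2 ng, the total rRNA share was 18.8% ± 2.61 in EMBR-seq (SD, n = 12), a difference of -54.7 percentage points from the control samples. With primer labels permuted only within an input, the permutation test gave p = 0.000119, the smallest its 8400 regroupings can give. In all 8 combinations of library set and input that held both, EMBR-seq was lower. Reads outside rRNA made up 80.4% ± 2.00 (SD, n = 4), 81% ± 2.13 (SD, n = 3), 78.7% ± 2.64 (SD, n = 2) and 80.6% of mapped reads, in the same order of inputs. The shares at the lower inputs were 3.58, 3.06 and 5.37 percentage points above that at 100 ng for 20, 2 and 0.2 ng. These differences depended on single libraries, with 1.97 points at 2 ng without 100 ng replicate 2 and 3.51 points at 0.2 ng without 0.2 ng replicate 1. The only library set with EMBR-seq at both 20 and 100 ng holds 1 library of each. The share there was 17.6% at either input, so that the difference at 20 ng was not seen within that set. None of the 3 differences passed a threshold of 0.05 (exact permutation tests, p = 0.0857, 0.2 and 0.1, adjusted p = 0.15, 0.2 and 0.15 by Benjamini-Hochberg), and for 2 and 0.2 ng the design cannot go below 0.1.

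**Figure D3:**
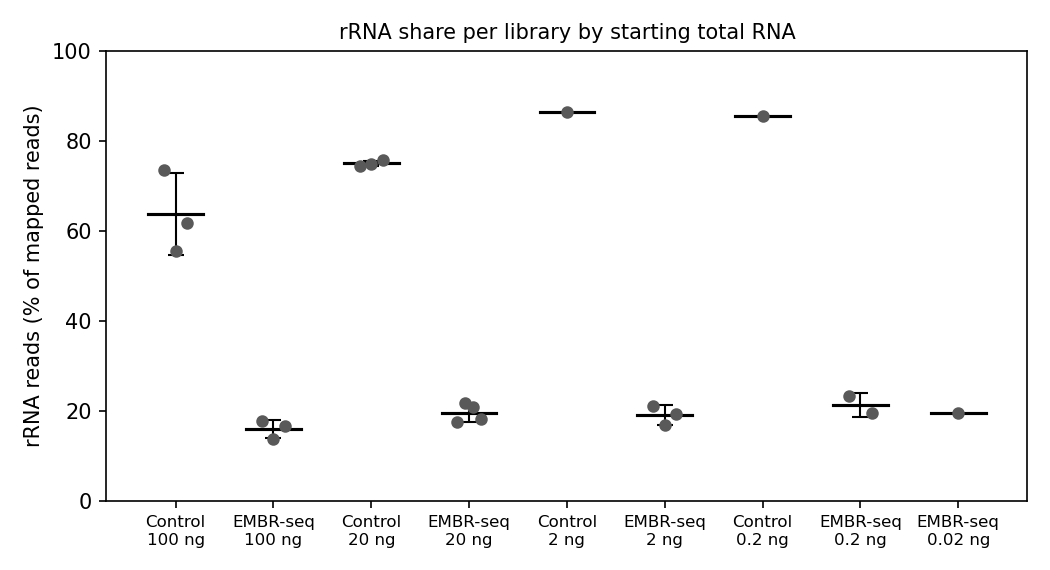
The rRNA share of each library without TEX, in percent of mapped reads (vertical axis), by treatment and amount of starting total RNA (horizontal axis). Points are libraries, horizontal lines are means and error bars are SDs where there are at least 2 libraries. EMBR-seq means lie between 16.0 and 21.3% at all 5 inputs, and the control means between 63.7 and 86.4%.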

As before, we observed a greater than 3-fold depletion of rRNA across the range of input starting material, including at the lowest starting amount of 0.02 ng total RNA, with greater than 77% of the reads in the sequencing library deriving from mRNA molecules (Fig. 3a). Similarly, we observed that the total number of genes detected is higher than that in the control samples and is unaffected by the starting input amount of total RNA, except at the lower starting amounts of 0.2 ng and 0.02 ng total RNA (Fig. 3b). 

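At 26916 mapped reads per library, EMBR-seq detected 2357 ± 37.2 genes (SD, n = 3) at 100 ng, 2313 ± 31.2 (SD, n = 4) at 20 ng, 2264 ± 76.6 (SD, n = 3) at 2 ng and 2286 ± 61.4 (SD, n = 2) at 0.2 ng. The single library of 0.02 ng had 2079 genes. In the 8 control libraries of all inputs the number was 1426 ± 248 (SD, n = 8). Each of the 4 replicated inputs was above the controls by more than the spread between replicates (exact permutation tests, p = 0.00606, 0.00202, 0.00606 and 0.0222 from 100 to 0.2 ng, adjusted p = 0.00808, 0.00808, 0.00808 and 0.0222 by Benjamini-Hochberg). These tests did not keep to an input, so that the p-values rest partly on controls of other inputs. Control numbers differed with the input, with 1648 ± 149 genes at 100 ng and 1432 ± 43.9 at 20 ng (SD, n = 3 each). The single controls of 2 and 0.2 ng had 1071 and 1096 genes. At each of the 4 inputs EMBR-seq was above the control of that input, which was not tested at this depth. Without downsampling, the libraries had 3978 ± 37.8 genes (SD, n = 3) at 100 ng, 3973 ± 76 (SD, n = 4) at 20 ng, 3871 ± 70.1 (SD, n = 3) at 2 ng and 3213 ± 58.0 (SD, n = 2) at 0.2 ng, and the controls 3686 ± 340 (SD, n = 8). In that setting the difference from the 8 controls of all inputs was -473 genes at 0.2 ng, and none of the 4 differences passed the threshold. Against the single control library of 0.2 ng it went the other way, with 3213 genes in EMBR-seq and 2871 in that control. At 21687 reads outside rRNA in each library, the controls had 2285 ± 50.0 genes (SD, n = 8), EMBR-seq lay between 2260 and 2327 at the 4 replicated inputs, and the difference at 2 ng was -24.2 genes.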

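Across genes, Pearson's r of log10 mean RPM against EMBR-seq at 100 ng was 0.985 at 20 ng (4058 genes), 0.975 at 2 ng (4021 genes), 0.927 at 0.2 ng (3515 genes) and 0.780 at 0.02 ng (2097 genes). These values are across genes, which are not independent replicates. Replicate EMBR-seq libraries gave r between 0.963 and 0.981 at 20 ng, between 0.964 and 0.966 at 2 ng, and 0.892 for the pair at 0.2 ng. Spearman's rho at 0.02 ng was 0.754. For genes with at least 10 reads in every library, r at 0.02 ng was 0.828 (349 genes).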

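In counts, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 3423 genes between EMBR-seq at 20 ng and 100 ng, with 374 at an unadjusted p under 0.05, and DESeq2 called 38. Leaving out 20 ng replicate 1 gave 18 calls and leaving out 100 ng replicate 1 gave 2. Between 2 ng and 100 ng, edgeR called 62 of 3296 genes, 56 higher and 6 lower at 2 ng, and DESeq2 called 113, 86 higher and 27 lower. Library-size scaling without TMM called 164, 74 higher and 90 lower, and moved the median log2 fold change of all genes by -0.16. The count at 2 ng rested on single libraries. It was 2 without 100 ng replicate 2, 245 without 100 ng replicate 3, 10 without 2 ng replicate 1 and 8 without 2 ng replicate 2. Of the 62 genes, 9 (14.5%) had fractional values in some library, compared with 2.06% of the genes tested, and are uncertain because they may share reads with another gene.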

Finally, we also observed that gene expression was highly correlated between different amounts of starting total RNA (Fig. 3c and Additional file 1: Fig. S6). These experiments conclusively demonstrate that we can successfully apply EMBR-seq to quantify gene expression from total RNA starting as low as 20 pg.

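The effect of the blocking primers on other genes was also tested over the inputs from 100 to 0.2 ng, in 12 EMBR-seq and 8 control libraries with the input as a factor. Of 3525 genes, edgeR's quasi-likelihood test called 256 at a Benjamini-Hochberg adjusted p under 0.05, 86 higher and 170 lower in EMBR-seq. DESeq2 called 333, of which 248 were also called by edgeR, and library-size scaling without TMM called 240, 112 higher and 128 lower. With library set as a further factor, edgeR called 542, which included all 256. Tested against a fold change of 1.5, 19 genes were called, all lower in EMBR-seq. The files do not pair their identifiers with gene names, and 0 identifiers matched the gene table of the genome, so that genes are given by identifier. AAC76858 was at 153 ± 44.8 CPM in EMBR-seq (SD, n = 12) and 464 ± 198 CPM in the control samples (SD, n = 8), a log2 fold change of -1.49 (standard error 0.16, adjusted p = 4.02e-06 from the same edgeR test). AAC76660 was at 106 ± 37.2 and 294 ± 78.4 CPM (SD, n = 12 and n = 8), a log2 fold change of -1.46 (standard error 0.17, adjusted p = 8.31e-06 from edgeR). AAC75832 was at 111 ± 32.0 and 59.9 ± 15.1 CPM (SD, n = 12 and n = 8), a log2 fold change of 0.69 (standard error 0.15, adjusted p = 0.0045 from edgeR). The primer effect was not found to differ between 20 ng and 100 ng, where the interaction term of edgeR called 0 of 3359 genes, with 72 at an unadjusted p under 0.05, and DESeq2 called 0. From the rRNA shares, the numbers of genes and the correlations at lower inputs, the paper concludes that EMBR-seq can quantify gene expression from as little as 0.02 ng of total RNA.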

**Fig. 3:**
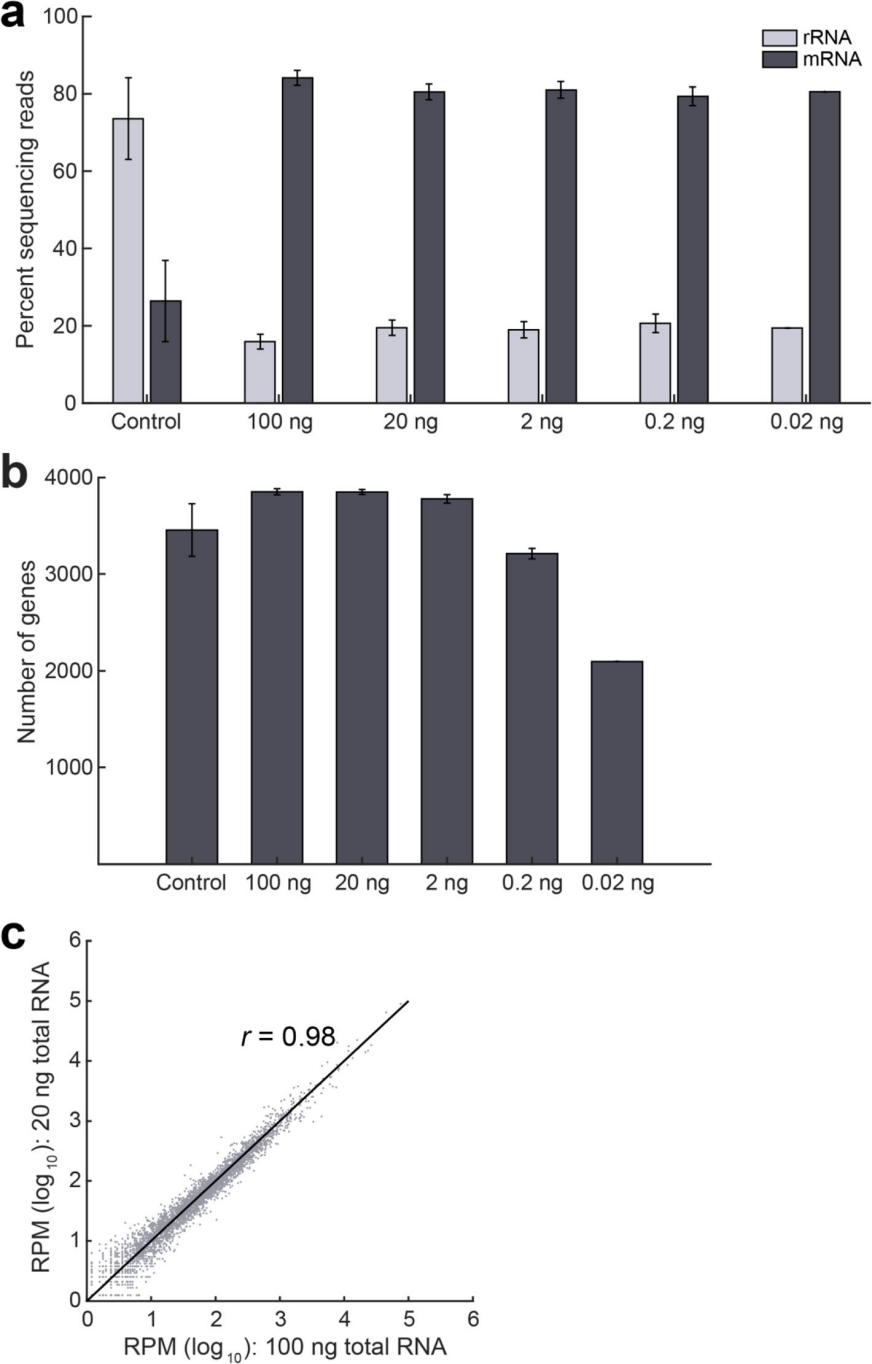
EMBR-seq can quantify the transcriptome from low input total RNA. **a** Similar levels of rRNA depletion and mRNA enrichment are observed when the starting amount of total RNA is decreased from 100 ng to 0.02 ng (*n* ≥ 2, except at 0.02 ng where *n* = 1). The control represents average data of control samples made from different input levels of total RNA. The 100 ng data is reproduced from Fig. 2a. **b** Compared to the control samples, more genes are detected when starting with at least 2 ng input total RNA. Fewer genes are detected when starting total RNA decreases to 0.02 ng. **c** Gene transcript counts are highly correlated (Pearson *r* = 0.98) between 100 ng and 20 ng input total RNA in EMBR-seq. Datasets from lower starting total RNA are also well correlated to the 100 ng samples (Additional file 1: Fig. S6)

### rRNA depletion efficiency of EMBR-seq can be further improved through additional blocking primers

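Over the 13 EMBR-seq libraries of all inputs without TEX, the rRNA share averaged 18.9% ± 2.51 (SD, n = 13), with a lowest value of 13.8% in replicate 2 of 100 ng and a highest of 23.2% in replicate 1 of 0.2 ng. Most of the rRNA reads lay on 23S rRNA, which held 76.5% ± 2.28 of them (SD, n = 13). The share of 16S rRNA was 21.3% ± 2.17 of rRNA reads, and that of 5S rRNA was 2.15% ± 1.22 (SD, n = 13 each). The positions of these reads along the 16S and 23S rRNA were not analysed here.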

In all the EMBR-seq experiments described above, we observed that 13–22% of the mapped reads still derived from rRNA and therefore, we next attempted to further improve the rRNA depletion efficiency of EMBR-seq. Analyzing the mapped coordinates of the rRNA-derived reads showed that while the 3′ blocking primers in EMBR-seq effectively depleted rRNA-derived reads compared to control samples from the 3′ end of rRNA molecules, specific “hotspot” regions along the entire length of the 16S and 23S rRNA were disproportionately abundant in the rRNA capture profile (Fig. 4a, b). We hypothesized that these reads resulted from the combined effects of poly-adenylation of fragmented RNA and biased capture of IVT amplified RNA molecules by random hexamer primers during reverse transcription. This reverse transcription step is part of the final Illumina library preparation protocol where the IVT amplified RNA is first reverse transcribed prior to generation of the Illumina libraries by PCR [20–22]. To minimize reads from these specific rRNA regions, we introduced 3 additional blocking primers per rRNA species that targeted the following hotspot locations: coordinates 107, 682, 1241 on 16S rRNA and coordinates 375, 1421, 1641 on 23S rRNA. We found that these hotspot blocking primers successfully reduced rRNA-derived reads from their target locations in the final sequencing library (Fig. 4a, b). Overall, this resulted in further improvement in the rRNA depletion efficiency of EMBR-seq with only 10% of the mapped reads deriving from rRNA (Fig. 4c). These results demonstrate that EMBR-seq is a versatile technique that can be used to effectively deplete rRNA and can potentially be extended to target and deplete any undesired RNA species.

**Fig. 4:**
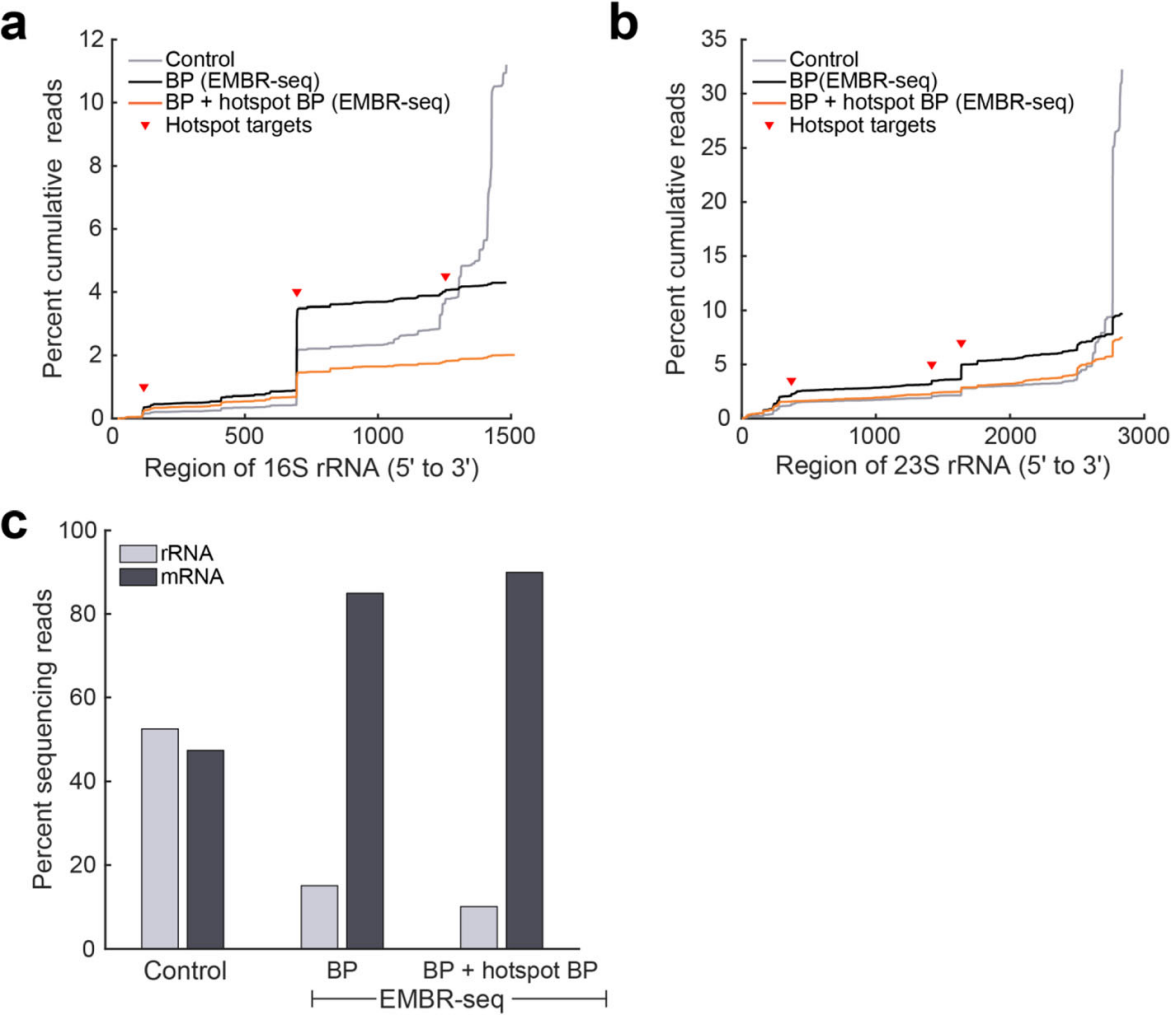
Additional hotspot blocking primers increase the rRNA depletion efficiency of EMBR-seq. **a**, **b** Cumulative percentage of sequencing reads ordered by mapping location along the (**a**) 16S and (**b**) 23S rRNA subunits, from 5′ to 3′ ends of the transcript. In the control group, the majority of mapped reads are derived from the 3′ end together with a few “hotspot” locations (red triangles) along the gene body (gray lines). In EMBR-seq, 3′ end blocking primers sharply reduce the number of reads derived from the 3′ end (black lines) with the remaining rRNA reads primarily deriving from hotspot locations. Additional blocking primers were designed to minimize poly-A tailing and amplification from the vicinity of these coordinates, resulting in further rRNA depletion (orange lines). **c** rRNA depletion and mRNA enrichment is enhanced upon the addition of hotspot blocking primers. With 3′ end and hotspot blocking primers in EMBR-seq, mRNA molecules account for 90% of the mapped reads

## Discussion

We have developed a new technology, EMBR-seq, to efficiently deplete rRNA from total RNA, thereby enabling a deeper view of the genome-wide distribution of mRNA in bacterial samples. Sequencing bacterial mRNA poses several challenges; for example, the inability to easily enrich mRNA that typically makes up less than 5% of total RNA and the limiting starting amounts of total RNA that may be available when working with non-cultivable bacterial samples [7–9]. Through the use of a single 3′ blocking primer per rRNA species, EMBR-seq efficiently minimizes the downstream amplification of rRNA molecules, thereby enabling a 4-fold depletion of rRNA in the final sequencing library (Figs. 1 and 2a). In the future, when introducing blocking primers at the 3′ end of an rRNA species, we hypothesize that the rRNA depletion efficiency could be further improved by designing primers with a 5′ overhang or a bulky 5′ modification. As demonstrated in this work, the design of blocking primers at the 3′ end of rRNA molecules efficiently depletes rRNA from high quality total RNA samples; however, certain practical applications can produce degraded and fragmented RNA in which rRNA molecules may be less effectively depleted. While we show that the 3′ blocking primer alone is sufficient to obtain efficient rRNA depletion when starting with degraded *E. coli* total RNA, a more generalized strategy to overcome this challenge in EMBR-seq is to design additional blocking primers per rRNA species, that span the transcript length to minimize amplification of degraded rRNA molecules (Fig. 4 and Additional file 1: Fig. S1).

Starting with total RNA from *E. coli*, we show that efficient depletion of rRNA by EMBR-seq provides higher coverage of the transcriptome at the same sequencing depth (Fig. 2b and Additional file 1: Fig. S4). For example, compared to the control samples, the number of unique genes detected increases from 3628 to 3852 in EMBR-seq (Fig. 2b). In particular, EMBR-seq improves detection of lowly expressed genes below 500 RPM (Fig. 2b). 

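Relative to all mapped reads, 3372 ± 30.1 genes in EMBR-seq and 2810 ± 123 in the control samples lay above 5 RPM, and 1772 ± 54.8 and 935 ± 130 lay above 50 RPM (SD, n = 3 each). Above 500 RPM, 254 ± 5.51 genes were found in EMBR-seq and 95.3 ± 24.5 in the control samples (SD, n = 3 each), and above 5000 RPM 19.7 ± 2.08 and 6.0 ± 3.61 (SD, n = 3 each). Every one of these 4 differences was larger than the spread between replicates (exact permutation tests, p = 0.1, the smallest that 3 libraries against 3 allow). Over reads outside rRNA the differences were 44 genes at 5 RPM, 96.3 at 50 RPM, 22.7 at 500 RPM and -1.33 at 5000 RPM, and the exact permutation tests gave p of 0.3, 0.2, 0.1 and 0.7.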

Further, EMBR-seq provides a more in-depth view of the transcriptional landscape without introducing technical artifacts. We find that 99% of the genes detected in the control group are also detected by EMBR-seq, and that gene expression levels between the two groups are highly correlated (Fig. 2c, d).

As EMBR-seq typically uses a single blocking primer per rRNA species, sequence conservation analysis of 16S and 23S rRNA suggests that it is adaptable to other microbial species and complex bacterial communities (Additional file 1: Fig. S7). Recent approaches that employ a large array of probes also achieve a high efficiency of rRNA degradation; however, the need to generate such a large pool of molecules makes it more challenging to extrapolate these methods to evolutionarily distant bacterial species compared to EMBR-seq [16–18]. In addition, the use of just one or a few primers per rRNA species combined with the high level of sample multiplexing reduces cost significantly compared to other methods, enabling cost-effective and high-throughput processing of hundreds of samples simultaneously (Additional file 1: Fig. S3 and Additional file 2). While the cost per rRNA depletion reaction of other reported techniques is an order-of-magnitude higher than EMBR-seq, it is possible that the costs associated with these other methods and commercial kits could be reduced if all reagents and associated steps of the protocol are produced and performed in-house. Finally, beyond depleting rRNA and enriching for mRNA, the approach used in EMBR-seq can potentially also be used to target other high abundance transcripts in total RNA or used to enrich for non-coding RNA in both prokaryotic and eukaryotic systems [28–31].

We also demonstrated that EMBR-seq enables mRNA sequencing of low input RNA samples below the detection limit of commercial kits (Fig. 3a). Bacterial populations frequently contain diverse species, and even isogenic systems have been shown to display substantial cell-to-cell heterogeneity in gene expression that can give rise to dramatic cellular phenotypes [32–37]. Therefore, scaling down bacterial mRNA sequencing techniques to a single-cell level will enable quantification of this variability and provide a better understanding of how transcriptomic heterogeneity regulates cellular function [38, 39]. Over the last few years, a limited number of approaches have been developed to sequence the transcriptome of single bacterial cells. Early proof-of-concept methods were low throughput techniques that sequenced less than 10 single cells and generally suffered from significant technical noise [10, 40, 41]. More recently, Blattman et al. employed combinatorial barcoding to circumvent single cell isolation, enabling high throughput single-cell sequencing of bacterial cell [42]. However, this method did not deplete rRNA, resulting in mRNA detection efficiencies of ~ 2.5–10% (or ~ 200 mRNA per exponential phase *E. coli* cell). As an alternate approach, Imdahl et al. used MATQ-seq to generate sufficient cDNA from individually isolated bacterial cells; however, similar to the previous work, this method also did not deplete rRNA prior to sequencing [43]. In another study, Kuchina et al. combined rRNA depletion with combinatorial barcoding to achieve ~ 5–10% mRNA detection efficiencies in *B. subtilis* [14]. These initial efforts suggest that improved methods could significantly advance single-cell mRNA sequencing in bacteria. EMBR-seq can successfully sequence mRNA from as low as 20 pg of total RNA; therefore, we anticipate that by coupling our rRNA depletion strategy with recent combinatorial barcoding techniques, we will be able to extend EMBR-seq to a single-cell resolution in the future [14, 42].

## Conclusion

EMBR-seq efficiently depletes rRNA and provides a detailed view of the gene expression landscape within bacterial samples. As EMBR-seq depletes rRNA using a single or a few blocking primers per rRNA species, this new method is easily adaptable to other microbes as well as an order-of-magnitude cheaper than other reported techniques and commercial kits that frequently use a large array of probes to remove rRNA from total RNA. Finally, EMBR-seq effectively captures the transcriptome from 500-fold lower starting total RNA compared to commercial kits, thereby providing a powerful new approach to investigate gene expression patterns in rare and non-cultivable bacterial species.

## Methods

### Bacterial strains and culture conditions

*Escherichia coli* MG1655 (ATCC: 700926) overnight cultures were inoculated into fresh LB medium at 1:50 and grown at 37 °C with shaking (150 rpm). Upon reaching the exponential growth phase, the culture was centrifuged at 3000 g for 10 min. The media was removed and the pellet was resuspended in PBS to a concentration of 10^7^ cells per μL. The cells were stored on ice and total RNA extraction was performed immediately.

### RNA extraction

Trizol (Thermo Fisher Scientific, Cat. # 15596018) RNA extraction was performed following the manufacturer’s protocol. Briefly, 10^8^ cells were added to 750 μL Trizol, mixed, and then combined with 150 μL chloroform. After centrifugation, the clear aqueous layer was recovered and precipitated with 375 μL of isopropanol and 0.67 μL of GlycoBlue (Thermo Fisher Scientific, Cat. # AM9515). The pellet was washed twice with 75% ethanol and after the final centrifugation, the resulting pellet was resuspended in RNase-free water.

### EMBR-seq

#### Poly adenylation

100 ng of total RNA in 2 μL was combined with 3 μL poly-A mix, comprised of 1 μL 5x first strand buffer [250 mM Tris-HCl (pH 8.3), 375 mM KCl, 15 mM MgCl_2_, comes with Superscript II reverse transcriptase, Invitrogen Cat. # 18064–014], 1 μL blocking primer mix (see *Primers*), 0.8 μL nuclease-free water, 0.1 μL 10 mM ATP, and 0.1 μL *E. coli* poly-A polymerase (New England Biolabs, Cat. # M0276S). The mixture was incubated at 37 °C for 10 min. In the control group, no blocking primers were added and 1.8 μL of nuclease-free water was added instead. For EMBR-seq with either unmodified or phosphorylated 3′-end blocking primers, the blocking primer mix was prepared by mixing equal volumes of 50 μM blocking primers specific to 5S, 16S and 23S rRNA. For EMBR-seq with hotspot blocking primers, the blocking primer mix was prepared by mixing equal volumes of 100 μM 3′-end blocking primers with 100 μM hotspot blocking primers, such that the final mixture was 50 μM 3′-end primers (3 primers mixed) and 50 μM hotspot primers (6 primers mixed).

#### Reverse transcription

The polyadenylation product was mixed with 0.5 μL 10 mM dNTPs (New England Biolabs, Cat. # N0447L), 1 μL reverse transcription primers (25 ng/μL, see *Primers*), and 1.3 μL blocking primer mix, and heated to 65 °C for 5 min, 58 °C for 1 min, and then quenched on ice. In the control samples, the blocking primers were again replaced with nuclease-free water. Next, 3.2 μL RT mix, consisting of 1.2 μL 5x first strand buffer, 1 μL 0.1 M DTT, 0.5 μL RNaseOUT (Thermo Fisher Scientific, Cat. #10777019), and 0.5 μL Superscript II reverse transcriptase was added to the solution, followed by 1 h incubation at 42 °C. The temperature was then raised to 70 °C for 10 min to heat inactivate Superscript II.

#### Second strand synthesis

49 μL of the second strand mix, containing 33.5 μL water, 12 μL 5x second strand buffer [100 mM Tris-HCl (pH 6.9), 23 mM MgCl_2_, 450 mM KCl, 0.75 mM β-NAD, 50 mM (NH_4_)_2_ SO_4,_ Invitrogen, Cat. # 10812–014], 1.2 μL 10 mM dNTPs, 0.4 μL *E. coli* ligase (Invitrogen, Cat. # 18052–019), 1.5 μL DNA polymerase I (Invitrogen, Cat. # 18010–025), and 0.4 μL RNase H (Invitrogen, Cat. # 18021–071), was added to the product from the previous step. The mixture was incubated at 16 °C for 2 h. cDNA was purified with 1x AMPure XP DNA beads (Beckman Coulter, Cat. # A63881) and eluted in 24 μL nuclease-free water that was subsequently concentrated to 6.4 μL.

#### In vitro transcription

The concentrated solution was mixed with 9.6 μL of Ambion in vitro transcription mix (1.6 μL of each ribonucleotide, 1.6 μL 10x T7 reaction buffer, 1.6 μL T7 enzyme mix, MEGAscript T7 Transcription Kit, Thermo Fisher Scientific, Cat. # AMB13345) and incubated at 37 °C for 13 h. Next, the aRNA was treated with 6 μL EXO-SAP (ExoSAP-IT™ PCR Product Cleanup Reagent, Thermo Fisher Scientific, Cat. # 78200.200.UL) at 37 °C for 15 min followed by fragmentation with 5.5 μL fragmentation buffer (200 mM Tris-acetate (pH 8.1), 500 mM KOAc, 150 mM MgOAc) at 94 °C for 3 min. The reaction was then quenched with 2.75 μL stop buffer (0.5 M EDTA) on ice. The fragmented aRNA was size selected with 0.8x AMPure RNA beads (RNAClean XP Kit, Beckman Coulter, Cat. # A63987) and eluted in 15 μL nuclease-free water. Thereafter, Illumina libraries were prepared as described previously [20].

### EMBR-seq with TEX digestion

To test the Terminator™ 5′-phosphate-dependent exonuclease (Lucigen, Cat. # TER5120), 100 ng of total RNA in 2 μL was combined with 18 μL TEX mix, comprised of 14.5 μL nuclease free water, 2 μL Terminator 10x buffer A, 0.5 μL RNAseOUT, and 1 μL TEX. The solution was incubated at 30 °C for 1 h and quenched with 1 μL of 100 mM EDTA. The product was purified with 1x AMPure RNA beads and eluted in 10 μL nuclease-free water and concentrated to 2 μL. This TEX digested total RNA was then used as starting RNA in the EMBR-seq protocol described above.

### EMBR-seq bioinformatic analysis

Paired-end sequencing of the EMBR-seq libraries was performed on an Illumina NextSeq 500. All sequencing data has been deposited to Gene Expression Omnibus under the accession number GSE149666. In the sequencing libraries, the left mate contains information about the sample barcode (see *Primers*). The right mate is mapped to the bacterial transcriptome. Prior to mapping, only reads containing valid sample barcodes were retained. Subsequently, the reads were mapped to the reference transcriptome (*E. coli* K12 substr. MG1655 cds ASM584v2) using Burrows-Wheeler Aligner (BWA) with default parameters.

### Analysis of detection bias in EMBR-seq

*E. coli* operons were downloaded from RegulonDB [44]. Operons with at least 2 genes were included for this analysis. The data from EMBR-seq libraries with 100 ng starting material was mapped to *E. coli* K12 substr. MG1655 reference genome (ASM584v2). For each read that maps within an operon, the distance of the mapped location from the 3′ end of the operon was calculated, accounting for the read length. Next, the operons were discretized into 50 bins, and all operons with more than 200 unique reads were considered for downstream analysis. The number of reads in each bin was then normalized by the total number of reads in each operon, and the average of the relative reads within each bin was calculated. To compare bacterial data from EMBR-seq to mammalian data from CEL-seq, we downloaded CEL-seq data reported in Grün et al. (GEO Accession: GSM1322290) and performed similar analysis for the mouse genes [45].

### Sequence conservation of 16S and 23S rRNA

16S rRNA sequences from 4000 species were obtained from *rrnDB* [46], while 23S rRNA sequences from 119 species were selected from NCBI RefSeq [47]. Next, the last 100 bases from the 3’end of each sequence were aligned using Clustal Omega [48]. Shannon entropy for each aligned base location was then calculated such that the maximal entropy value was 1. Five possibilities were allowed: “A”, “T”, “C”, “G”, and “-”.

### Primers

Reverse transcription primers are shown below with the 6-nucleotide sample barcodes underlined [20]:

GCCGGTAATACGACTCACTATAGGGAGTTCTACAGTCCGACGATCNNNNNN(NNNNNN)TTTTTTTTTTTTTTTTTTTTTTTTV

The following five barcodes were used in this study:

AGACTC

AGCTTC

CATGAG

CAGATC

TCACAG

Blocking primers:

5S 5′-ATGCCTGGCAGTTCCCTACTCTCGCATGGG-3′

16S 5′-TAAGGAGGTGATCCAACCGCAGGTTCCCCT-3′

23S 5′-AAGGTTAAGCCTCACGGTTCATTAGTACCG-3′

In the case of the 3′ phosphorylated primers, all blocking primers have a 3′ phosphorylation modification.

Hotspot blocking primers:

16S primer for hotspot at position 107:

5′-GGCACATCCGATGGCAAGAGGCCCGAAGGT-3′.

16S primer for hotspot at position 682:

5′-TCCTGTTTGCTCCCCACGCTTTCGCACCTG-3′.

16S primer for hotspot at position 1241:

5′-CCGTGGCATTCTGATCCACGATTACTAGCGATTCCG-3.

23S primer for hotspot at position 375:

5′-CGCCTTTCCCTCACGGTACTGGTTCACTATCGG-3′.

23S primer for hotspot at position 1421:

5′-TTGCTTCAGCACCGTAGTGCCTCGTCATCA-3′.

23S primer for hotspot at position 1641:

5′-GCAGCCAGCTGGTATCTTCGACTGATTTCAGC-3′.

Each primer is designed to anneal approximately 100 bp downstream of the hotspot. The exact position and length of each primer was adjusted to ensure the T_m_ was above 65 °C.

## Supplementary information

**Additional file 1 Figure S1.** EMBR-seq effectively depletes rRNA from fragmented total RNA. **Figure S2.** Combining TerminatorTM 5′-phosphate-dependent exonuclease (TEX) digestion with EMBR-seq does not improve rRNA depletion. **Figure S3.** Cost associated with performing EMBR-seq. **Figure S4.** Higher number of genes detected in EMBR-seq is not dependent on the sequencing depth. **Figure S5.** Distribution of reads along *E. coli* operons in EMBR-seq. **Figure S6.** Gene transcript count correlation between different input total RNA amounts in EMBR-seq. **Figure S7.** Quantification of 16S and 23S rRNA sequence conservation using Shannon entropy. **Table S1.** Comparison of rRNA depletion methods.

**Additional file 2.**

## Data Availability

The datasets generated and analyzed in the current study have been deposited to GEO under the accession number GSE149666.

## Abbreviations

IVT: In vitro transcription
LB: Lysogeny broth
RNase H: Ribonuclease H
TEX: Terminator™ exonuclease

How the deposited data were processed for this re-analysis (not part of the article)

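The data are counts of mapped reads from 28 RNA sequencing libraries of *E. coli* K12 MG1655, each made from total RNA of a culture in exponential growth. At 100 ng of starting total RNA there were 3 control libraries without blocking primers, 3 EMBR-seq libraries with unmodified blocking primers, 2 libraries with 3′ phosphorylated blocking primers, 2 TEX libraries without primers, 2 with EMBR-seq and 1 with phosphorylated primers. At lower inputs there were 3 control libraries of 20 ng, 1 of 2 ng and 1 of 0.2 ng, and 4 EMBR-seq libraries of 20 ng, 3 of 2 ng, 2 of 0.2 ng and 1 of 0.02 ng. Condition, input and replicate number were taken from the sample labels and checked against the paper. The libraries fall into 6 library sets by the authors' naming, and this grouping was used only as a technical batch.

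The authors sequenced paired ends on an Illumina NextSeq 500, retained reads with a valid sample barcode and mapped the right mate to the coding sequences of ASM584v2 with BWA under default parameters. The deposited values are expected counts per feature and barcode that the authors did not normalize. Each library lists 4117 features over 96 barcodes, 3 of the features being 5S, 16S and 23S rRNA, and the sum over barcodes was taken. Fractional values occur in 93 features over all libraries, and values were rounded to whole reads for count tests. Of the features, 0 identifiers matched the gene table of the genome, so that gene names, lengths and GC content were not used here.

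Mapped reads per library ranged from 26916 (EMBR-seq, 0.02 ng) to 5586478 (EMBR-seq, 20 ng replicate 1). The 95% Wilson interval of an rRNA share was at its widest in the 0.02 ng library, from 19.0 to 19.9%. Intervals cover counting error only. No replicate pair held identical values, and the chi-square per degree of freedom between replicates was at least 2.81. Replicate libraries thus differed by more than counting error, and each was counted as 1 sample. The paper does not state whether they came from separate cultures or extractions. SDs and p-values may therefore cover the preparation of libraries only.

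The rRNA share is the percentage of mapped reads on the 3 rRNA features. Shares and numbers of genes were compared by exact permutation tests of the difference between group means, two-sided, with Benjamini-Hochberg adjustment within a family. For the rRNA share over all inputs, primer labels were permuted within an input. For numbers of genes by input, each EMBR-seq input was set against the controls of all inputs without this restriction. The interaction of primer and TEX was tested by 10000 permutations of the residuals of a model without it, a test chosen after seeing the data. The number of genes detected at a given depth was computed as its hypergeometric expectation, and this step was tested on 20 random draws of 100000 reads, from which it differed by at most 5.7 genes. The depth was that of the shallowest library compared, 1494347 reads at 100 ng and 26916 reads over all inputs. RPM is relative to all mapped reads in the numbers of genes above a threshold, and to reads outside rRNA in the correlations, which use log10 mean RPM. Differential counts were fitted with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) by the quasi-likelihood test, with rRNA removed before library sizes, TMM, filterByExpr and a threshold of 0.05 on the adjusted p. DESeq2 1.42.0 was the alternative. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. On counts simulated from the 100 ng libraries with 200 genes changed, edgeR tested 3233 genes and recovered 75.5% of the changed ones with 4.43% false calls, and DESeq2 recovered 71.5% with 4.03% false calls. For 20 ng against 100 ng in EMBR-seq, edgeR recovered 88% and DESeq2 83%, with 5.38 and 5.14% false calls. The simulated changes were larger in size than those of most genes tested and lay in genes above a minimum mean count. These recovered shares therefore do not describe the power for smaller changes.

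Named genes were to be the rRNA genes and the genes with the largest rise and fall among those with an adjusted p under 0.05, a mean of at least 50 reads and no overlap between groups, up to 3 each way for EMBR-seq against control and 1 each way in other comparisons, and the 3 most abundant genes of EMBR-seq at 100 ng. In the differential comparisons 8 genes met this rule. Since identifiers could not be paired with names, only 3 of them are printed, the 1 that rose and the 2 with the largest fall over all inputs, and the most abundant gene is given by its share alone.

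Control and EMBR-seq libraries of 100 ng with the same replicate number belong to the same library set. The deviations of same-numbered libraries from their group means correlated across 2651 genes with r of 0.649, 0.589 and 0.633, and those of other pairs with r between -0.470 and -0.169. These numbers were therefore treated as pairs, and a fit with the pair as a block was run beside the unpaired one.

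The groups, the tests of the comparisons and their alternatives were set before the data were examined, apart from the use of only the main barcode of each library, which was chosen after seeing the data. The series of depths from 10000 mapped reads at 100 ng was not among these choices, and the tests of explanations in the closing section were chosen as stated there. The alternatives were pooling of replicates, exclusion of 5S rRNA, other depths and minimum reads for detection, RPM over reads outside rRNA, other scales of correlation, DESeq2, scaling without TMM, no filter on low counts, a fold change threshold of 1.5, blocks by replicate number or library set, and leaving out each library in turn. The tRNA share, hotspot blocking primers, fragmented RNA and the distribution of reads along operons and rRNA were not analysed here.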

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

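All tests in this part were chosen after the results were seen. The difference in rRNA share that the blocking primers make at 100 ng was 31.9 percentage points smaller with TEX than without it, and the interaction passed the threshold (permutation test on residuals, p = 0.0085 over 10 libraries). A difference between library sets is argued against, since in the 2 sets that hold all 4 groups it was smaller by 30.0 and 25.4 percentage points. The upper limit of a share is a candidate explanation, because the TEX control libraries lie at 95.8% on average. On the log2 odds, which have no such limit, the interaction was 0.744 and did not pass the threshold (permutation test on residuals, p = 0.27). With so few libraries the limit cannot be told apart from a smaller effect of the primers on RNA treated with TEX, and the latter stays open as untested.

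In EMBR-seq at 0.2 ng, replicate 1, 2.29% of the mapped reads fell on barcodes other than the one that holds most of the library. The paper does not report on these reads. The share is above that of every control library, the highest of which is the 0.2 ng control at 1.65%. The other EMBR-seq library of 0.2 ng had 1.44%. Reads of other libraries prepared with the study's barcodes are a candidate source. In all 28 libraries, the mean number of reads over the 4 other barcodes named in the methods was higher than the mean over the barcodes the study did not use, which is what reads from such libraries would give. In replicate 1 of 0.2 ng, 99.6% of the 2757 reads concerned lay on those barcodes. The values do not separate mixing before sequencing from index errors on the flow cell. No biological explanation was tested. With the main barcode alone, the 9 comparisons of the total rRNA share kept their direction, and at 0.2 ng EMBR-seq detected 868 more genes than the controls, compared with 860 from all barcodes.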

How the results depend on the processing

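The alternatives below were set before the results were seen, except the use of the main barcode alone, which was added after. Over 47 results and 564 alternatives, 503 kept their direction and their side of the threshold, or stayed within the spread of replicates or 1.5 times the count. Another 25 were weaker, 14 stronger and 7 reversed, and 15 values moved beyond the spread. The 97 alternatives of the 9 rRNA shares compared between groups all kept their direction and side of the threshold, but with 2 or 3 libraries per group most of these tests cannot pass 0.05. The same limit holds for the other comparisons of shares and numbers of genes between groups that are both of 100 ng, so that keeping the side of the threshold says nothing about their stability. At 100 ng, the difference in genes detected was 160 at equal mapped reads and 12.8 at equal reads outside rRNA, and that above 50 RPM was 837 over mapped reads and 96.3 over reads outside rRNA. The difference between EMBR-seq and control at 100 ng stayed between -51.8 and -42.8 percentage points with each library left out. As a share of rRNA reads rather than mapped reads, the 16S difference reversed to 3.01 percentage points, since its denominator also fell.

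Gene numbers by input depended on the depth. Without downsampling, EMBR-seq minus controls was 292 genes at 100 ng, 287 at 20 ng, 185 at 2 ng and -473 at 0.2 ng. At up to 1000000 mapped reads it was 361 at 100 ng, 360 at 20 ng, 319 at 2 ng and -317 at 0.2 ng. In these settings the 0.2 ng libraries are shallower than the controls. At equal reads outside rRNA it was 42.3, 29.8, -24.2 and 19.4 genes from 100 to 0.2 ng. None of these passed the threshold after adjustment over the inputs. The lowest were at 20 and 100 ng with up to 1000000 mapped reads (exact permutation tests, p = 0.0202 and 0.0485, adjusted p = 0.0808 and 0.0970). At 0.2 ng the difference stayed between 809 and 907 genes with each library left out, but without EMBR-seq replicate 1 (903) or replicate 2 (817) the single remaining library cannot go below p = 0.111 in the exact permutation test. The share of genes found in both groups at 100 ng was 97.7% without downsampling, 96.1% at 1000000 mapped reads and 94.0% with at least 5 reads. With RPM over reads outside rRNA, the difference was -3 genes at 1000 RPM, -1.33 at 5000 RPM and 0 at 10000 RPM. The moves at the thresholds follow from the denominator, since reads outside rRNA made up 84.0% of mapped reads in EMBR-seq and 36.3% in the control samples. The cause of the moves in the share of genes found in both groups was not tested.

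On RPM without a log, r was 0.970 for EMBR-seq against control at 100 ng and 0.973, 0.921, 0.860 and 0.866 for the lower inputs against 100 ng, from the highest input to the lowest. With at least 10 reads in every library, r was 0.911 at 0.2 ng and 0.828 at 0.02 ng, where fewer genes remain. At 0.02 ng, log10(RPM + 1) gave 0.756 and Spearman's rho 0.754. With libraries left out, r lay between 0.887 and 0.928 at 0.2 ng and between 0.775 and 0.781 at 0.02 ng. The cause was not tested.

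For EMBR-seq against control at 100 ng, where edgeR called 0 genes and 186 had an unadjusted p under 0.05, DESeq2 called 35, no filter on low counts 4, downsampling to the shallowest library 1, and leaving out a library 0 to 2 (2 without control replicate 3). Over all inputs, a fold change threshold of 1.5 reduced 256 calls to 19, which a stricter null does by construction. Library set as a factor raised them to 542. With a library left out there were 170 to 278, the lowest without control replicate 3 of 20 ng. For 20 ng against 100 ng, edgeR called 0 with 374 at an unadjusted p under 0.05, DESeq2 called 38, and leaving out a library gave 0 to 18 calls (18 without 20 ng replicate 1, 2 without 100 ng replicate 1). The fit with library set could not be run there. For 2 ng against 100 ng, DESeq2 called 113, scaling without TMM 164 and the fold change threshold 10, and leaving out a library gave 2 to 245 calls (2 without 100 ng replicate 2, 245 without 100 ng replicate 3, 10 and 8 without 2 ng replicates 1 and 2). Other than the threshold, the cause was not tested. Calls for phosphorylated against unmodified primers and for the interaction of primer and input stayed at 0 under all alternatives run, DESeq2 included, with 40 and 72 genes at an unadjusted p under 0.05 in edgeR. Those for TEX + EMBR-seq lay between 1083 and 2058. The median log2 fold change moved by 0.16 with DESeq2 for TEX + EMBR-seq and by -0.12 without TMM for the interaction.

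With the replicate block, EMBR-seq against control at 100 ng gave 226 calls. The block left the mean differences in rRNA share (-47.8 percentage points) and in genes detected (160) as they were, and with 3 pairs an exact permutation test by sign flips cannot go below p = 0.25. For 20 against 100 ng, only the libraries of replicate 1 also share a library set, and for 2 against 100 ng the libraries share only a number. The correlation of deviations was 0.492, -0.0326 and 0.421 for 20 against 100 ng, in the order of the numbers, and 0.0316, 0.0338 and -0.0518 for 2 against 100 ng. The block there gave 12 calls at 20 ng and 96 at 2 ng. It gave 291 over all inputs, 1469 for TEX + EMBR-seq, 0 for phosphorylated primers and 0 for the interaction. For phosphorylated primers and TEX, libraries of the same number lie in different library sets, so that this block does not pair them. It gave differences in rRNA share of 6.29 percentage points for phosphorylated primers, 31.2 for TEX controls and 64.2 for TEX + EMBR-seq. By library set instead, the share with phosphorylated primers was 6.84 points higher, and edgeR called 0 genes for them and 1682 for TEX + EMBR-seq.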

Differences from the paper's values

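All comparisons in this part use tests and settings fixed before the data were examined. The paper gives a Pearson r of 0.97 between control and EMBR-seq at 100 ng, and here it was 0.982 on log10 mean RPM, a difference larger than the SD of 0.00846 over pairs of libraries. Of the alternatives, RPM without a log (0.970) and leaving out control replicate 1, control replicate 3 or EMBR-seq replicate 3 (0.978, 0.977 and 0.978) fall within this SD of the paper's value. The other scales, the filter on 10 reads and leaving out any other library do not.

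For the numbers of genes by input, Fig. 3b shows about 3500 genes in the control samples, about 3900 at 100 ng, about 3900 at 20 ng and about 3800 at 2 ng, read by eye. At 26916 mapped reads per library they were 1426, 2357, 2313 and 2264 here. Without downsampling (3686, 3978, 3973 and 3871) and at up to 1000000 mapped reads (3530, 3891, 3890 and 3849) they lie within 1.5 times of the values read from the figure, whereas they do not at the lower depth of 13458 reads, at equal reads outside rRNA, with at least 5 reads, and with any library left out. At 0.2 ng, Fig. 3b shows about 3200 genes read by eye, compared with 2286 here, 3213 without downsampling and 3213 at up to 1000000 mapped reads. The paper's text does not name the depth.

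At 100 ng, the paper's 3852 genes in EMBR-seq and 3628 in the control samples are lower than the 3950 ± 17.5 and 3791 ± 42.1 (SD, n = 3 each) found at 1494347 mapped reads, by more than the SD but by less than 1.5 times. At 747173 mapped reads, 3839 ± 23.7 and 3607 ± 62.8 (SD, n = 3 each) were found, within the SD of the paper's values.

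The paper states that rRNA was depleted with TEX relative to control samples. Relative to the TEX control libraries the rRNA share was lower with TEX and blocking primers (79.9 against 95.8%), but relative to the control samples without TEX (63.7%) it was higher. The paper's text does not name which control it means. For the number of genes, the paper names 0.2 ng as an exception to the higher numbers in EMBR-seq and to their independence of the input. At 26916 mapped reads EMBR-seq at 0.2 ng had 2286 genes, compared with 2357 at 100 ng, 2313 at 20 ng, 2264 at 2 ng and 1426 in the 8 control libraries of all inputs. At equal reads outside rRNA it had 2304 and these controls 2285 (exact permutation test, p = 0.622). Without downsampling it had 3213, compared with 3686 in these controls, which are deeper, and 2871 in the single control library of 0.2 ng, which had 355539 mapped reads compared with 120279 and 129444 in EMBR-seq.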

Other observations

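In this part, the test of the 100 ng comparison under the pairing by library set and the test of 5S rRNA on the main barcode were fixed before their results were seen. The fits with library set as a factor and the depth in reads outside rRNA were among the alternatives of the processing summary, but their use as tests of an explanation, and the other tests, were chosen after.

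Whether chance could give as many called genes was tested by other splits of the same libraries. For EMBR-seq against control over all inputs, 1 of 100 splits, the real one, gave as many as 256 calls, and the highest of the others gave 61, so that chance can be excluded at this number of splits. With pairs as a block, 1 of the 4 splits that part every pair, the real one, gave 226 calls and the others 0, 0 and 0, but 4 splits cannot exclude chance. For 2 ng against 100 ng, 1 of 10 splits, the real one, gave 62 calls and the others 0, which cannot exclude chance either. In 3 comparisons edgeR called 0 genes for the real split, so that every split gives at least as many whatever the data, and the number of splits says nothing about chance. These are 10 of 10 splits for EMBR-seq against control at 100 ng (186 genes at an unadjusted p under 0.05, 35 called by DESeq2), 35 of 35 for 20 ng against 100 ng (374 and 38) and 100 of 100 for the interaction of primer and input (72 and 0). For 20 ng against 100 ng, a split that sets 100 ng replicate 3 and 20 ng replicates 2, 3 and 4 apart from the rest gave 371 calls, and in this split no library set has libraries on both sides. A fit with library set could not be made there.

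Of the 256 genes called over all inputs, 5.08% had fractional values and so may share reads with another gene, compared with 2.18% of the genes tested. Reads shared between near-identical genes therefore leave most of these calls without an explanation. An effect of the primers stays open, and a fit with library set as a factor called 542 genes. For the 62 genes between 2 and 100 ng, a difference between library sets cannot be told apart from the input, because 0 library sets hold both inputs.

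TEX went with a higher rRNA share. Swapped labels are argued against, since all 17 libraries of the library sets without TEX lay below the lowest TEX library of the same primer. The highest control among them had 86.4% and the lowest TEX control 95.3%, and the highest EMBR-seq library had 23.2% and the lowest TEX + EMBR-seq library 75.3%. A difference between library sets would not raise TEX libraries above partners of the same set, yet the smallest of the 5 differences from a partner was 33.4 percentage points. The ratio of 5S to 23S reads was lower with TEX in 5 of 5 pairs. What stays open is the digestion itself, the added cleanup that the paper names, and loss of mRNA during either, none of which was tested.

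The share of 5S rRNA in the control samples differed with the input. It was 1.80% ± 0.603 of mapped reads at 100 ng (SD, n = 3), 6.94% ± 4.29 at 20 ng (SD, n = 3), 34.8% in the single library of 2 ng and 44.8% in the single library of 0.2 ng. A difference between library sets is argued against as the whole cause, because the set that holds the 2 and 0.2 ng controls has 4.02% in its 20 ng control. Reads on other barcodes do not account for it, since the main barcode of the 0.2 ng control alone has 45.6%. In EMBR-seq the means were lower than in the controls of the same input, where there are any, but also differed with it, with 0.141% ± 0.0650 at 100 ng (SD, n = 3), 0.332% ± 0.0716 at 20 ng (SD, n = 4), 0.485% ± 0.121 at 2 ng (SD, n = 3), 0.929% ± 0.382 at 0.2 ng (SD, n = 2) and 0.461% in the single library of 0.02 ng. With 1 library each at 2 and 0.2 ng there is no replicate check, and a loss of long RNA at low input stays open as an untested hypothesis.

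The higher number of genes detected with EMBR-seq at 100 ng may follow from the larger number of reads outside rRNA. At equal numbers of such reads the difference was 12.8 genes, compared with 160 at equal mapped reads, which is consistent with this explanation.

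Correlations with 100 ng were lower at low input. Counting noise at the read depth was simulated by drawing each library's reads from the 100 ng mean, 20 times. For 0.02 ng, the simulated r was 0.867 on average (0.859 to 0.874), compared with 0.780 observed, and 2348.5 genes on average were simulated and 2079 observed. All 10 libraries of lower input lay below their 20 draws. The simulation leaves out variation between replicate libraries, so that counting noise cannot be told apart from other losses as the whole cause. The amount of input stays open as well.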
